A study of Mus musculus with 26 samples. Its data were reported in "scRepli-RamDA-seq: a multi-omics technology enabling the analysis of gene expression dynamics during S-phase" (2025).

How the data were processed

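Both RNA and DNA were profiled from the same single blastomeres of mouse 8-cell embryos by scRR-seq. In this method, magnetic carboxylic acid beads hold the chromatin of a lysed cell while its RNA stays in solution. The RNA fraction was made into full-length total RNA libraries (scRR-seq-RNA). The bead-bound DNA was amplified and sequenced to read the copy number state of the genome (scRR-seq-DNA). The labels described 26 samples, which were the RNA and the DNA of 13 cells from 2 embryos. Embryo 1 gave 6 of these cells and embryo 2 gave 7. The tables held columns for 9 of the 13 cells, 3 from embryo 1 and 6 from embryo 2, and the other 4 cells were not analysed here. Each of the 3 tables also held 14 columns that carried no label of this series. Those columns were not used.

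For scRR-seq-RNA, the authors deposited TPM values for 55487 genes and for 142699 transcripts, 1 column per cell with no pooling. They had set the reads of all cells to a common number, aligned them to the mm10 genome with Hisat and estimated abundances with RSEM against the GENCODE M25 annotation within the ramdaq pipeline. Each TPM column summed to the same total, so the values are shares of the RNA of a cell and keep no read depth. The tables therefore do not give the reads behind a value, no counting interval was computed, and a gene without signal is described as listed at 0. Because the columns sum to a fixed total, a rise in abundant RNA lowers the TPM of the other genes.

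For scRR-seq-DNA, the authors deposited a replication state score for each of 51976 bins of 40 kb in each cell. The score was 1 for a replicated bin, -1 for an unreplicated bin and 0 for a bin with no data. The authors had aligned the reads to mm10 with bwa, corrected the mappability of S-phase cells with G1-like and G2/M-like cells of the embryos, filtered blacklisted regions and called the states with the hidden Markov model of AneuFinder. The table covered 17 chromosomes. Chromosomes 6, 10, X and Y had no bins in it and their replication was not analysed here. Between 7 and 1264 bins per cell had no data. The read depth behind each state is not kept in the table.

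The DNA columns carried the sample titles. The RNA columns carried the assay and the number that closes each title, but the same embryo and cell in all 9 headers. RNA columns were assigned by the closing number, which matched 1 RNA title each, and this assignment was checked against sex-linked RNA. No pair of the 9 RNA columns held equal values. The labels named no protocol variant for a cell. The closing numbers fell into a range from 11 to 17, with 3 cells, and a range from 20 to 25, with 6 cells, and each range held cells of both embryos. These ranges were used as a technical split, chosen after the tables had been seen.

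Each sample was a single cell and each embryo was 1 biological replicate, so differences between the embryos were described and not tested. Means are given with the SD between the cells of an embryo, and differences between embryos are set beside the pooled SD between cells within embryos. No p-value was computed, since neither cells nor genes are replicates of an embryo. Analyses used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

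Genes and transcripts with TPM > 1 were counted as detected. Agreement between RNA profiles was Pearson's r of log10(TPM + 1) over all genes. The mitochondrial share was the percent of TPM in genes of the mitochondrial genome. The percentage replication score was the number of replicated bins divided by the bins with a state. The agreement of 2 replication profiles was the percent of bins with the same state among bins with a state in both, beside the agreement that independent profiles with the same scores would give. Genes were placed by the GENCODE M21 annotation of the same genome build (GRCm38, mm10), in which 55227 of the 55487 gene identifiers were found. The state of a gene was the sign of the mean over the bins it overlaps. For genes with TPM > 1 in at least 1 cell, the mean log10(TPM + 1) of genes in replicated bins was set against that of genes in unreplicated bins, with the same genes in embryo 1 cells as the background. To compare a gene with itself, genes replicated in at least 2 and unreplicated in at least 2 of the 6 cells of embryo 2, with TPM > 1 in at least 3, were used. Their mean log2(TPM + 1) in cells with the gene replicated minus that in cells with it unreplicated was averaged over genes and set beside all 720 pairings of the RNA with the DNA columns.

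For 10 gene lists, the median over genes of the embryo 2 minus embryo 1 difference in mean log2(TPM + 1) was given with its percentile among 10000 random lists of the same size, drawn from the 200 genes nearest in mean expression. Differences on this scale understate changes of genes with low TPM. Named genes were chosen by a rule fixed before the data were examined, as were the gene lists, the measures and all alternatives except those described as chosen later. Among genes with a mean log2(TPM + 1) of at least 3, the rule took the 5 largest increases and the 5 largest decreases in embryo 2 with no overlap between the cells of the embryos. It also took the Y-linked genes, Xist and Tsix, and the 3 replication-dependent histone genes with the highest mean.

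The X-linked and chromosome comparisons were set up after the files had been opened. X-linked protein-coding genes with mean TPM > 1 were compared with autosomal lists of the same size matched on mean expression. Chromosome medians used 7220 autosomal protein-coding genes with a mean TPM over 5. The deviation of a gene was its log2(TPM + 1) in a cell minus the median of the other cells, after which the median over genes of the cell was subtracted. Parts of chromosomes were bounded at the change point that minimised the residual sum of squares, with at least 10 genes or bins on each side. The procedures were tested on simulated data. For 290 genes with simulated log2 differences of 0 and 0.25 between replicated and unreplicated cells, the mean recovered differences were -0.0087 and 0.254. A simulated shift of 0.5 in 67 list genes was recovered as 0.50, and a simulated change at gene 87 of 349 was placed at gene 88.

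The alternatives were other TPM thresholds, pseudocounts of 0.1, filters on low values, Spearman's correlation, leaving out mitochondrial genes, median-ratio scaling, the bin at the gene start, centring of cells and leaving out each cell in turn.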

Results

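RNA and replication state were measured in the same 9 blastomeres of mouse 8-cell embryos by scRR-seq. Embryo 1 contributed 3 cells (cells 1, 6 and 7) and embryo 2 contributed 6 cells (cells 2, 3, 5, 6, 7 and 8). The scRR-seq-RNA profiles were TPM values of 55487 genes and 142699 transcripts. The scRR-seq-DNA profiles were replication states of 51976 bins of 40 kb. Read depth is not kept by either kind of value. Each embryo is 1 biological replicate, so no difference between the embryos has a replicate check, and SDs describe the spread between the cells of an embryo.

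The first question was how many genes and transcripts were detected per cell. At TPM > 1, between 11058 and 13319 genes were detected in a cell. The mean was 12122 ± 1124 genes (SD, n = 3 cells) in embryo 1 and 11859 ± 739 (SD, n = 6 cells) in embryo 2. The difference between embryos of -263 genes was smaller than the pooled SD between cells of 867 genes. It was -780.5 without embryo 1 cell 7 and 335 without embryo 1 cell 1, so its sign rested on embryo 1 cell 1. With a threshold of TPM > 5 the means were 8404 and 8158 genes, the alternative that moved the counts most. Transcript counts at TPM > 1 were between 17696 and 26040, with means of 21354 ± 4251 (SD, n = 3 cells) in embryo 1 and 21170 ± 2985 (SD, n = 6 cells) in embryo 2.

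**Figure D1:**
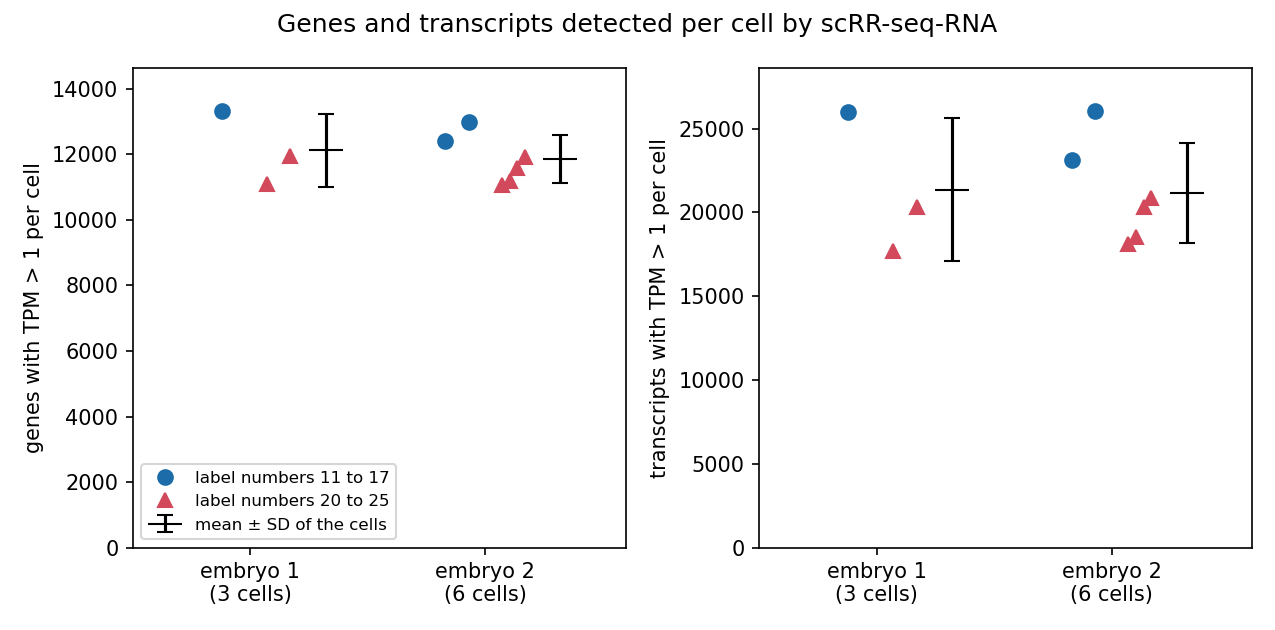
Genes (left) and transcripts (right) with TPM > 1 in each cell, by embryo. Circles are cells with label numbers 11 to 17, triangles are cells with label numbers 20 to 25, and black bars are the mean ± SD of the cells of an embryo. The 3 circles lie between 12411 and 13319 genes and the 6 triangles between 11058 and 11960.

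Detection differed more by the number range of the labels than by embryo. The 3 cells numbered 11 to 17 had a mean of 12903 genes and 25064 transcripts, and the 6 cells numbered 20 to 25 had a mean of 11469 genes and 19315 transcripts. Within embryo 1 the cell in the lower range exceeded the mean of the 2 cells in the upper range by 1795 genes. Within embryo 2 the means of the 2 and 4 cells differed by 1253 genes in the same direction. Between the embryos, the difference was -624.5 genes within the lower range and -82.8 genes within the upper range. For transcripts these within-range differences were -1430 and 439.5, and their sign thus depended on the range.

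RNA profiles of single cells were next compared with each other. Over all genes, Pearson's r of log10(TPM + 1) was 0.893 to 0.930 over the 36 pairs of cells. The mean r was 0.909 ± 0.0077 (SD) over 18 pairs from the same embryo and 0.904 ± 0.0097 over 18 pairs from different embryos. This gap was smaller than the SD over pairs. It was seen within the number ranges as well, where the mean r was 0.911 for 8 pairs of the same embryo and 0.906 for 10 pairs of different embryos. These correlations are across genes, which are not independent replicates. With Spearman's rank correlation the mean over all pairs was 0.799 in place of 0.906, the largest change among the alternatives.

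Genes of the mitochondrial genome took 5.78% ± 1.32 (SD, n = 3 cells) of the TPM in embryo 1 and 11.7% ± 5.14 (SD, n = 6 cells) in embryo 2. The difference of 5.93 percentage points exceeded the pooled SD between cells of 4.40. It depended on the number range. Within the range 11 to 17 the difference was 0.108 percentage points, with 6.29% in the embryo 1 cell and a mean of 6.40% in the 2 embryo 2 cells. Within the range 20 to 25 it was 8.84 percentage points, with 4.28% and 6.77% in the 2 embryo 1 cells and 9.31% to 18.2% in the 4 embryo 2 cells.

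The percentage replication score was the share of bins called replicated in each cell. A cell with the same copy number in all bins, before or after replication, cannot be placed by this score, and the study classified embryo 1 cells as G1 or G2/M. Scores of the 3 embryo 1 cells were 3.54%, 0.927% and 0.0039% for cells 1, 6 and 7. Scores of embryo 2 cells were 77.8%, 74.2%, 76.9%, 62.4%, 80.5% and 78.7% for cells 2, 3, 5, 6, 7 and 8. The means were 1.49% ± 1.83 (SD, n = 3 cells) and 75.1% ± 6.56 (SD, n = 6 cells), and no cell of an embryo overlapped the other embryo. The difference of 73.6 percentage points was 72.5 within the number range 11 to 17 and 74.2 within 20 to 25. In embryo 1 cell 1, 1438 of the 1838 replicated bins were on chromosome 7, and without this chromosome the score of the cell was 0.822%. Embryo, replication score and the level of sex-linked RNA described later divided these 9 cells in the same way, so differences between the embryos cannot be assigned to any of them.

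**Figure D2:**
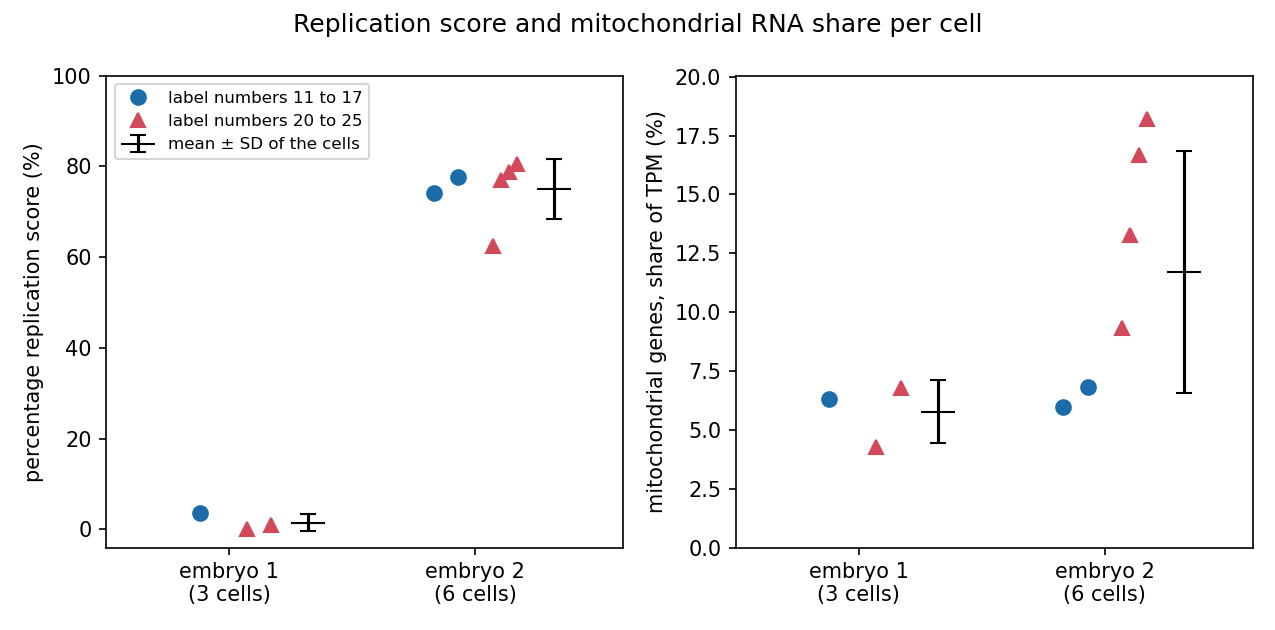
Percentage replication score (left) and mitochondrial share of TPM (right) of each cell, by embryo. Circles are cells with label numbers 11 to 17, triangles are cells with label numbers 20 to 25, and black bars are the mean ± SD of the cells of an embryo. Scores were at most 3.54% in embryo 1 and at least 62.4% in embryo 2.

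The similarity of replication profiles among embryo 2 cells was measured bin by bin. Over the 15 pairs of embryo 2 cells, 81.9% ± 6.32 (SD over pairs) of bins had the same state, with a range of 72.7% to 88.3%. Independent profiles with the same scores would have shared 62.5% on average. The agreement exceeded the independent value in every pair, by up to 23.4 percentage points. Among 50126 bins with a state in all 6 cells, 24418 (48.7%) were replicated in all 6 and 4027 (8.03%) in none. When bins with the same state in all cells were left out, the mean agreement fell to 58.0%. The 3 pairs of embryo 1 cells shared 97.2% of states, where independent profiles with the same scores would share 97.1%.

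The next comparison asked whether genes in replicated bins had higher RNA levels than genes in unreplicated bins of the same cell. Over 19854 genes with TPM > 1 in at least 1 cell, the replicated minus unreplicated difference in mean log10(TPM + 1) was 0.366, 0.194, 0.338, 0.0757, 0.306 and 0.296 in embryo 2 cells 2, 3, 5, 6, 7 and 8. The numbers of genes in unreplicated bins were 581, 1162, 681, 3118, 526 and 672 in the same order. The mean difference was 0.263 ± 0.109 (SD, n = 6 cells). The background was the RNA of the 3 embryo 1 cells, in which nearly all bins had the same called state. For the same genes, embryo 1 cells gave a mean difference of 0.277. The value in the own cell minus this background was -0.014 ± 0.016 (SD, n = 6 cells), and 1 of the 6 cells lay above its background. The difference itself was absent among genes with TPM > 1 in every cell, where it was -0.0038 log10 units, and it was 0.294 among protein-coding genes, where 4 of the 6 cells lay above their background by a mean of 0.026 ± 0.039.

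**Figure D3:**
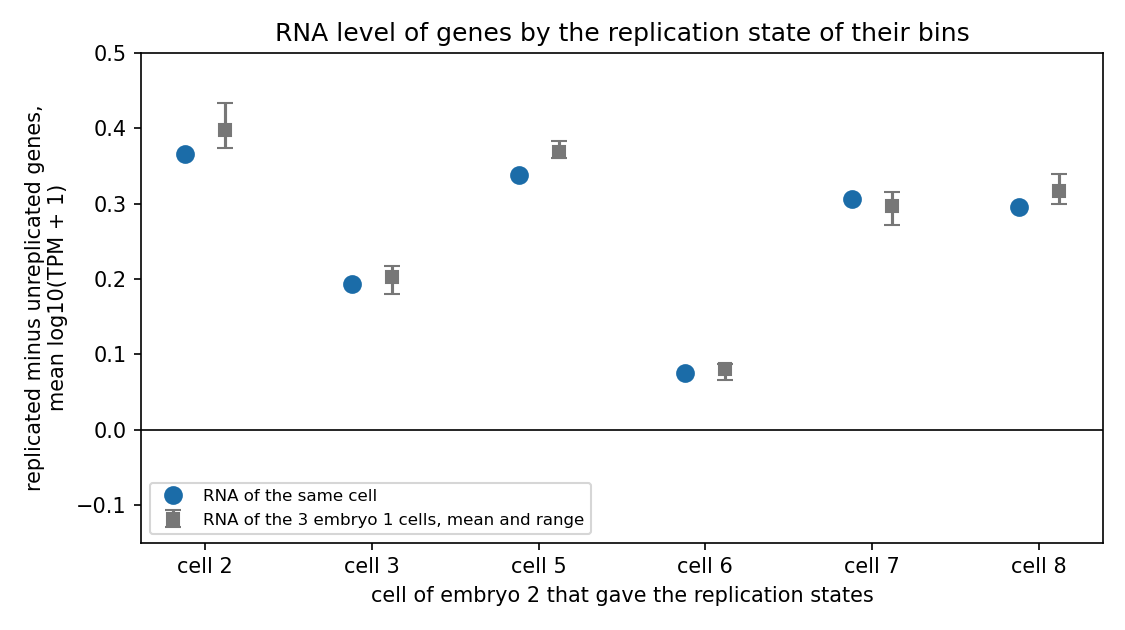
Difference in mean log10(TPM + 1) between genes in replicated and in unreplicated bins, for the replication states of each embryo 2 cell. Circles are the RNA of the same cell, and squares with bars are the mean and range of the 3 embryo 1 cells for the same genes. The circles run from 0.0757 to 0.366 and the mean of the squares is 0.277.

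Because genes in early and late replicating regions differ in many ways, each gene was also compared with itself. In embryo 2, 290 genes were replicated in at least 2 cells and unreplicated in at least 2. The mean over genes of log2(TPM + 1) in cells with the gene replicated minus that in cells with the gene unreplicated was 0.0055. Of the genes, 158 (54.5%) were higher when replicated and 132 were lower. When RNA and DNA columns were re-paired in all 720 orders, 95% of pairings lay between -0.17 and 0.20, and 331 pairings gave a value at least as high as the true pairing. The value was thus inside the spread that other pairings of these cells gave, and its sign depended on how cells were scaled. It moved to -0.18 when each cell was centred on its median over the genes used, where 711 of the 720 pairings were at least as high. Among 135 genes with TPM > 1 in every cell it was 0.16, with 60 of 720 pairings at least as high. Of the 290 genes, 40 were on chromosome 3 and 47 on chromosome 11, and without them the value was 0.05. Without embryo 2 cell 6 it was -0.12 over 105 genes.

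Gene lists fixed before the data were examined were then compared between the embryos. The median difference over all 13612 nuclear genes with mean TPM > 1, embryo 2 minus embryo 1, was -0.040 on the log2(TPM + 1) scale. For 43 S-phase genes the median difference was 0.02, at percentile 72.4 of lists matched on mean expression. For 54 G2/M genes it was 0.08 (percentile 95.3). Both were smaller than the pooled SD between cells, 0.17 and 0.16. Leaving out 1 cell gave -0.068 to 0.159 for the S-phase genes and -0.057 to 0.159 for the G2/M genes, so neither direction was settled. The 14 early lineage genes had a median difference of -0.16 (percentile 23.97), the 14 maternal oocyte genes 0.02 (percentile 59.6), the 12 non-poly(A) RNAs -0.011 (percentile 37.5) and the 11 genes of the 2-cell stage that were found 0 (percentile 34.8). All 4 lay inside the range of 95% of matched lists. Only 3 of the 11 genes of the 2-cell stage and 8 of the 12 non-poly(A) RNAs had a mean TPM > 1. Genes with little signal thus hold the medians of these 2 lists near 0, which does not show equal levels. The early lineage difference was 0.27 without embryo 1 cell 1, so its direction rested on that cell. The largest move among the lists under another setting was that of the Xist and Tsix list to -7.01 for genes with mean TPM > 1, which left Xist alone. The 7 Y-linked genes had a median difference of 1.31, where 95% of matched lists lay between -0.75 and 0.68 and the SD between cells was 0.68. The list of Xist and Tsix had a median of -3.51 over its 2 genes, of which Tsix was listed at 0 in every cell.

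The 67 replication-dependent histone genes had a median difference of 0.54, and the 37 mitochondrial genes of 0.60. Both were at percentile 100 of matched lists, of which 95% lay between -0.20 and 0.099 for the histone genes and between -0.16 and 0.10 for the mitochondrial genes. Neither exceeded the pooled SD between cells, which was 0.60 for the histone genes and 0.62 for the mitochondrial genes. The histone difference was 0.39 within the number range 11 to 17 and 0.63 within 20 to 25, and it was 0 when embryo 1 cell 7 was left out. The mitochondrial difference was -0.044 within the range 11 to 17 and 1.45 within 20 to 25. Replication-dependent histone genes include near-identical copies among which reads can be split, so values of single copies are uncertain.

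Sex-linked RNA differed between the embryos in every cell. Xist (ENSMUSG00000086503.4, chromosome X, 103460366 to 103483254, a long noncoding RNA) was at 159.12, 180.72 and 139.95 TPM in embryo 1 cells 1, 6 and 7. In embryo 2 it was at most 0.90 TPM and was listed at 0 in cells 3 and 6. The difference in mean log2(TPM + 1) was -7.01, with a pooled SD between cells of 0.36. Eif2s3y (ENSMUSG00000069049.11, chromosome Y, 1010543 to 1028847) was listed at 0 in all embryo 1 cells and at 23.05 to 84.71 TPM in embryo 2. Ddx3y (ENSMUSG00000069045.11, chromosome Y, 1260771 to 1286629) was listed at 0 in all embryo 1 cells and at 15.65 to 58.82 TPM in embryo 2. Of the other Y-linked genes, Uty was listed at 0.67 to 1.58 TPM in embryo 1 and 1.50 to 7.67 TPM in embryo 2, so its cells overlapped. Kdm5d was at most 0.29 TPM in embryo 1 and between 0.74 and 6.29 TPM in embryo 2. Zfy1, Zfy2 and Usp9y were listed at 0 in embryo 1 and at up to 10.67, 23.86 and 5.24 TPM in embryo 2, where each was also listed at 0 in at least 1 cell. Uty, Kdm5d, Usp9y, Zfy1 and Zfy2 have homologs on chromosome X or close copies, among which reads can be shared, so their low values are uncertain.

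Among 6860 genes with a mean log2(TPM + 1) of at least 3, 78 were higher in every embryo 2 cell than in every embryo 1 cell and 176 were lower in every embryo 2 cell. A division of 9 cells into 3 and 6 separates 1.19% of genes in a given direction by chance, which is 81.7 genes. The 5 largest increases were Eif2s3y, Ddx3y, Gm15247, Hist1h2ap and Hacd2. Gm15247 (ENSMUSG00000086695.1, an antisense RNA on chromosome X, 169985801 to 169986939) was at 5.48, 0 and 0 TPM in embryo 1 and at 16.49 to 35.12 TPM in embryo 2. Its measurement is uncertain, since strand use in the quantification was not established here. Hacd2 (ENSMUSG00000035376.10, chromosome 16, 35022428 to 35109177) was at 55.14, 2.31 and 21.11 TPM in embryo 1 and at 59.26 to 119.15 TPM in embryo 2. Its log2 difference of 2.45 fell to 1.31 without embryo 1 cell 6 and was 0.60 within the label numbers 11 to 17. Hist1h2ap (ENSMUSG00000094777.2, chromosome 13, 21833026 to 21833507) was at 255.61 and 226.80 TPM in embryo 1 cells 1 and 6, was listed at 0 in cell 7, and was at 263.23 to 803.60 TPM in embryo 2. Its log2 difference of 3.42 fell to 0.78 when embryo 1 cell 7 was left out.

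The 5 largest decreases were AA467197, Cbr2, AC124237.1, Gm47805 and Ier2. AA467197 (ENSMUSG00000033213.16, chromosome 2, 122636986 to 122641191) was at 185.46 to 371.33 TPM in embryo 1 and at 4.43 to 62.91 TPM in embryo 2, a log2 difference of -3.49 with a pooled SD between cells of 1.16. Cbr2 (ENSMUSG00000025150.10, chromosome 11, 120729489 to 120732114) was at 32.14 to 70.09 TPM in embryo 1 and at 0 to 17.45 TPM in embryo 2 (-3.34, pooled SD 1.59). Gm47805 (ENSMUSG00000113730.1, a long noncoding RNA on chromosome 13, 44622182 to 44625217) was at 18.58 to 47.30 TPM in embryo 1 and at 0 to 11.96 TPM in embryo 2 (-3.15, pooled SD 1.17). Ier2 (ENSMUSG00000053560.5, chromosome 8, 84661331 to 84662852) was at 18.59 to 65.29 TPM in embryo 1 and at 0 to 15.30 TPM in embryo 2 (-2.79, pooled SD 1.55). AC124237.1 (ENSMUSG00000117001.1, chromosome 17, 41662393 to 41663688) is annotated as a processed pseudogene, whose reads can come from its parent gene, and its log2 difference was -3.25. These 5 differences had the same sign within both number ranges. That of Cbr2 was -1.29 within the range 11 to 17, smaller than its pooled SD, and -4.37 within 20 to 25.

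The 3 replication-dependent histone genes with the highest mean were Hist1h2ap, Hist1h2bk and Hist1h4n, all on chromosome 13. Hist1h2bk (ENSMUSG00000062727.4, 22035870 to 22036345) differed by 0.36 in log2, less than the pooled SD between cells of 0.95, and by -0.38 without embryo 1 cell 7. Hist1h4n (ENSMUSG00000069305.3, 21831767 to 21832196) was at 31.83 and 62.22 TPM in embryo 1 cells 1 and 6, was listed at 0 in cell 7, and was at 54.14 to 112.10 TPM in embryo 2. Its log2 difference of 2.63 fell to 0.80 without embryo 1 cell 7.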

Values the study reported

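For the comparison of 8-cell embryos, the study set its scRR-seq-RNA data to about 3 M reads per sample and its scRR-seq-DNA data to about 4 M reads per sample. It reported that scRR-seq-RNA, above all its protocol scRR3, detected about 10–20% more transcripts and genes at TPM > 1 than G&T-seq-RNA, and that in embryos its protocol scRR1 found fewer transcripts than scRR3. Genome coverage was reported as 5.1% ± 0.6% (mean ± SD) for scRR-seq-DNA and 1.6% ± 0.6% for G&T-seq-DNA, a ratio of about 3.2. In the human haploid line HAP1, about 58% of spliced and 48% of unspliced RNAs were reported with a higher median in cells with the replicated gene, against 36% and 40% with a higher median in cells with the unreplicated gene. Differences that passed the study's test made up 8.9% of spliced and 6.9% of unspliced RNAs.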

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

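The tests of the low replication score and of the pair of Zfy genes were chosen after these results had been seen. The values of each of 34 measures in the 6 embryo 2 cells were examined for a cell whose gap to the nearest other cell was above the Dixon limit for 6 values at 1 in 20. Chance alone gives about 1.7 such groups of 34, and 3 were found.

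The percentage replication score of embryo 2 cell 6 was 62.4%, and the other 5 cells lay between 74.2% and 80.5%. Its gap was 0.654 of the range. This cell also had the most bins with no data, 1264. Over bins with a state in all 9 cells its score was 62.2%, so missing bins do not account for the gap. Of its replicated bins, 90.8% were replicated in at least 4 of the other 5 cells, against 74.4% of all bins and 47.3% of its unreplicated bins, which argues against states called at random. An earlier point in S phase, lower read coverage of the cell and a bias of the state calls toward unreplicated remain open. The labels give no stage of S phase, and no biological explanation was tested.

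Zfy2 was listed at 23.86 TPM in embryo 2 cell 8, and at 0 to 3.58 TPM in the other 5 cells. Zfy1 was listed at 10.67 TPM in embryo 2 cell 7, and at 0 to 1.99 TPM in the others. The 2 genes are close copies on chromosome Y. The sum of both genes was 13.15 TPM in cell 7, 23.86 TPM in cell 8 and at most 3.85 TPM in the other 4 cells, and its outermost gap was 0.449 of the range. Because each gene was high in a different cell, the sum has 2 high cells whatever the cause, and this gap decides nothing. Reads shared between the 2 genes cannot be told apart here from uneven capture of rare RNA, since the table keeps no counts. No biological explanation was tested.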

How the results depend on the processing

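The splits by label number, the score without chromosome 7, the state agreement and the same-gene comparison without chromosomes 3 and 11, and the centring of cells on their mean were chosen after seeing the data. Over 20 results that compare cells or embryos, 258 of 285 alternative values moved by less than 1 SD between cells, pairs or pairings, 26 moved by more and 1 changed sign from a value beyond its SD. Leaving out each cell in turn gave 168 of these values, of which 165 moved by less than 1 SD. Dropping 1 cell moves the mean of an embryo by less than the SD of its cells by construction, so that count does not measure stability. It includes moves from -263 to 335 genes detected and from 0.54 to 0 for the histone genes. Of the 117 other values, 93 moved by less than 1 SD. For 18 named genes, 221 of 234 values moved by less than 1 SD and 13 by more, and none that exceeded its SD changed sign. Of these 234 values, 162 came from leaving out a cell. The directions of the differences in the replication score, the Y-linked list median and Xist held under every alternative run, while the single gene Zfy2 had a difference of 0 within the label numbers 11 to 17.

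The value that changed sign was the expression difference between genes in replicated and unreplicated bins, which was 0.263 and became -0.0038 among genes with TPM > 1 in every cell. That filter removes the genes with low values, so the difference rests on genes that are not detected in every cell. With log10(TPM + 0.1) it was 0.425. The own cell minus embryo 1 background of -0.014 became 0.014 with the same filter, -0.032 with log10(TPM + 0.1) and 0.026 among protein-coding genes, and its sign was therefore not settled. The same-gene comparison of 0.0055 became 0.16 among genes with TPM > 1 in every cell, -0.18 with cells centred on the median and -0.073 with cells centred on the mean, and leaving out 1 cell gave -0.12 to 0.060. The cause was not tested.

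Mean agreement between RNA cells was 0.799 by Spearman's correlation, 0.812 for genes with mean TPM > 1, 0.876 with log10(TPM + 0.1) and 0.927 within the label numbers 11 to 17. Agreement of replication states was 58.0% over bins that differ in at least 1 cell, by construction. The difference in mitochondrial share was 0.108 percentage points within the label numbers 11 to 17, and that of mitochondrial genes was -0.044 there and 1.45 within 20 to 25.

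Among the gene lists, the Y-linked difference was 2.91 with log2(TPM + 0.1) and 2.32 as a mean. The list of Xist and Tsix was at -4.67 with log2(TPM + 0.1) and at -7.01 for Xist alone. The 2-cell stage genes were at -0.22 for those with mean TPM > 1 and at -0.17 as a mean, and the non-poly(A) RNAs were at -0.16 for those with mean TPM > 1 and -0.17 within the label numbers 20 to 25. The early lineage genes were at -0.41 within the label numbers 11 to 17, and leaving out 1 cell gave -0.41 without embryo 1 cell 7 to 0.27 without embryo 1 cell 1, so their direction rests on single cells. The cause was not tested. Leaving out mitochondrial genes moved the median difference of all nuclear genes from -0.040 to 0.038.

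Of the 5 largest increases, 2 stayed among the 5 largest with log2(TPM + 0.1) and 5 with median-ratio scaling. For the decreases these numbers were 2 and 4. The number of genes higher in every embryo 2 cell was 78, and it was 70 and 120 under these alternatives. The number lower in every embryo 2 cell was 176, 170 and 162.

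Including chromosome X in replication results was not run, since no bin of it was analysed here, and splits by protocol were not run, since neither labels nor headers assign a protocol to a cell. No paired analysis was possible because the result of each comparison comes from no test and no replicate links the embryos. TPM values keep no counts, which limits every statement on RNA listed at 0.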

Other observations

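The tests of chromosomes 7 and 11, of GC content, length and few genes on chromosomes 6 and 10, and of the histone genes were chosen after the results had been seen. The others were written before their results were seen, but after the files had been opened.

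All 9 RNA headers named the same cell, so the closing number was the only link to a cell. If the number did not identify the cell, sex-linked RNA would not follow the embryo. In 9 of 9 cells, Xist and the sum of Ddx3y and Eif2s3y lay on the side of the embryo given by the closing number. This argues against a closing number that does not identify the embryo. It cannot show the identity of cells within an embryo.

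Cells numbered 11 to 17 had more genes detected than cells numbered 20 to 25. The smaller of the differences within an embryo was 1253 genes, so embryo of origin does not explain it. The labels do not say what the number ranges are. The study used a protocol with a smaller and a protocol with a larger lysis volume, and described fewer transcripts with the smaller volume in embryos. For embryos it gave sample sizes of 3 for the protocol with the larger volume and 6 for the other. These are the sizes of the ranges 11 to 17 and 20 to 25, but they assign no protocol to a cell. A protocol difference between the ranges is thus a candidate explanation, and a batch or a collection order stays open. The mitochondrial share was higher in embryo 2 by 8.84 percentage points within the range 20 to 25, with no overlap between the 2 cells of embryo 1 and the 4 of embryo 2, so the number range alone does not account for it. The range 11 to 17 gave a difference of 0.108 percentage points in the same direction, less than the SD between its cells, 0.594. The difference therefore almost vanished in 1 of the ranges, and a joint effect of embryo and number range remains open.

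X-linked genes were lower in embryo 2. For 332 X-linked protein-coding genes with mean TPM > 1 the median difference was -0.64 in log2(TPM + 1), where 95% of matched autosomal lists lay between -0.14 and 0.02. It was -0.77 within the label numbers 11 to 17 and -0.49 within 20 to 25. Relative to the autosomes, X-linked medians were 0.23 to 0.43 in the 3 embryo 1 cells and -0.44 to -0.12 in the 6 embryo 2 cells. Together with Xist and the Y-linked genes, this is consistent with 2 X chromosomes in embryo 1 and 1 in embryo 2, with output from both X chromosomes not yet equalised. Other differences between the embryos remain open, since only 2 embryos were measured.

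Chromosomes 6 and 10 had no bins in the replication table, and the RNA was asked whether these chromosomes were unusual in some cells. Chromosome 6 or 10 had the most extreme median deviation of the 19 autosomes in 4 of the 9 cells, where 0.947 cells would be expected by chance. The medians were -0.71 for chromosome 10 in embryo 1 cell 6, -0.56 for chromosome 10 in embryo 2 cell 6, 0.51 for chromosome 10 in embryo 2 cell 5 and -0.42 for chromosome 6 in embryo 1 cell 7. Over the 16 autosomes other than 6, 7 and 10, medians in all cells lay between -0.26 and 0.24. In embryo 1 cell 7 the decrease began at 97183670 on chromosome 6. The 139 genes from there to the end had a median of -1.08, the other 184 genes 0.03, and the other cells -0.07 to 0.24 for the same 139 genes. A loss of 1 of 2 copies would give -1. On chromosome 10 the decrease began at 41485642 in embryo 1 cell 6, with a median of -0.86 over 287 genes, and at 31313383 in embryo 2 cell 6, with -0.61 over 301 genes. After trends with GC content and transcript length were removed within each cell, the chromosome stayed the lowest of all autosomes in 3 of these 3 cells. Because these parts were bounded on the same RNA, they were also bounded on every other gene and read on the genes between them. In embryo 1 cell 7, 85.9% and 87.0% of the held-out genes of the part on chromosome 6 lay below the median of the other cells after centring, and in embryo 1 cell 6, 85.0% and 80.8% of those on chromosome 10. In embryo 2 cell 6 these shares were 81.9% over 155 genes and 75% over 16 genes, the latter at the limit set for this test and with 74.7% of the 158 held-out genes outside the part also below. For the same genes, the highest share among the other cells was 57.7% and 52.2% for the part on chromosome 6. On chromosome 10 it was 76.7% and 82.1% for the genes of embryo 1 cell 6. For those of embryo 2 cell 6 it was 80.6% over the 155 genes and 93.8% over the 16 genes. A few genes therefore do not carry the decrease. On chromosome 10 the other cells include the other cell with a decrease there, so their highest share cannot tell whether cells without a decrease reach it. Over all of chromosome 10, every cell other than embryo 1 cell 6 and embryo 2 cell 6 had a median of at least 0.0079. The start of the part on chromosome 10 was not settled, since alternate genes placed it at 24772406 or 53536315 in embryo 1 cell 6 and at 24915221 or 128035575 in embryo 2 cell 6. A candidate explanation is loss of parts or all of these chromosomes in single blastomeres. In human fibroblasts, the study found changed RNA over some regions with an altered copy number and unchanged RNA over others. It took this to imply that RNA alone is not enough to establish an abnormal chromosome. The higher RNA of chromosome 10 in embryo 2 cell 5 was not tested further and stays open. The replication of these chromosomes was not analysed here, so the tables hold no DNA evidence on it. The study described regions with chromosomal abnormalities in embryo 1 cells from their DNA, and left abnormal chromosomes out of the scores of its cell lines. The text of the study does not state whether chromosomes 6 and 10 were meant, and its karyogram pictures were not read here.

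In a scan of 93 windows of 20 Mb with at least 30 genes, 40 of 837 values were beyond 0.4 in size. Of these, 16 lay on chromosome 10 in embryo 1 cell 6 and embryo 2 cells 5 and 6, on chromosome 6 in embryo 1 cell 7 and on chromosome 7 in embryo 1 cell 1. The other 24 lay on other pairs of a chromosome and a cell, among them these chromosomes in other cells. The lowest of them, -0.87 over 63 genes from 20000001 to 40000000 on chromosome 13 in embryo 1 cell 7, holds Hist1h2ap and was lower than any scanned chromosome 10 window in embryo 2 cell 6. The size of a single window therefore does not mark a loss. Runs of 3 adjacent windows in the same direction were found in 4 of the 5 pairs named, and on all other pairs at most 1. Chromosome 10 in embryo 2 cell 5 had 1 window beyond the limit. Its other scanned windows were at 0.32, 0.39 and 0.37 and the median of the chromosome was 0.51, so the rise was not limited to that window.

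On chromosome 7, DNA and RNA could be compared. In embryo 1 cell 1, with nearly the same called state in all other bins, 55.6% of bins from 41560001 to 145360000 were called replicated, against 1.32% of the rest of the chromosome and at most 0.973% of the same part in the other embryo 1 cells. The 379 genes of this part had a median RNA deviation of 0.55 in this cell. The other cells lay between -0.12 and 0.14 for these genes, and runs of as many adjacent genes on other autosomes of this cell between -0.10 and 0.05. A change from 2 copies to 3 would give 0.58. An extra copy of that part of chromosome 7 is a candidate explanation, if the state call reads such a copy as replicated. How the call reads an extra copy was not tested, and 55.6% of the bins rather than all were called replicated. On every other chromosome, at most 2.93% of the bins of this cell were called replicated. The study classified the embryo 1 cells it showed as G1 or G2/M, apart from regions with chromosomal abnormalities that its text does not name. Replication limited to that part with higher RNA would not go with such a class, but it was not tested here. The rest of the chromosome had a median of 0.16.

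On chromosome 11, few bins of a part were replicated in a single cell. In embryo 2 cell 3, 8.39% of bins from 3200001 to 59200000 were replicated, against 65.2% to 87.1% in the other embryo 2 cells and 88.3% in the rest of the chromosome of this cell. The 154 genes of this part had a median RNA deviation of -0.033, inside the range of -0.18 to 0.27 that held 95% of runs of as many genes elsewhere. A missing copy and a part not yet replicated give the same DNA, and unchanged RNA separates them only if RNA follows a missing copy, which was not established here. In human fibroblasts, the study described a region with a missing copy whose median RNA was like that of other cells, and another where it was lower. A missing copy of that part, late replication of it in this cell and an error in its state calls cannot be told apart.

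Genes in replicated bins had higher RNA levels than genes in unreplicated bins, but the own cell's difference minus that of embryo 1 cells was -0.014 in log10(TPM + 1). Embryo 1 cells, with nearly the same called state in all bins, showed the same difference, so an extra gene copy in the same cell is not needed for it. Among protein-coding genes the value was 0.026, with 4 of 6 cells above the background, so a small effect of the extra copy is not excluded. For the same gene with and without replication, 331 of 720 pairings gave a mean at least as high as the true one. An effect of 0.25 in log2 would have lain above the range of -0.17 to 0.20 that held 95% of the pairings. That range was -0.261 to 0.316 without embryo 2 cell 6, over 105 genes, and -0.203 to 0.255 without embryo 2 cell 5. An effect of 0.25 lies inside both, so this limit depends on single cells. The value was -0.18 with cells centred on the median and 0.16 among genes with TPM > 1 in every cell, so smaller effects in either direction remain open. RNA that doubled with the gene would give 1 in log2, less for genes with low TPM. The values of all settings run lay between -0.18 and 0.16, which argues against a doubling for the genes used. The RNA shift over the part of chromosome 7 that was bounded from DNA was larger, 0.55, but this is 1 part in 1 cell. Its expectation also differs, since 3 copies in place of 2 would give 0.58. Whether RNA follows gained copies more than copies added by replication stays open.

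Replication-dependent histone genes were higher in embryo 2, whose cells had replicated part of the genome, by a median of 0.54. Both embryos had the same share of their cells in each number range, so a range effect that is alike in both embryos cancels in this difference. The differences within the ranges were 0.39 and 0.63, beside a pooled SD between cells of 0.60, so the difference itself is uncertain. Low values in embryo 1 cell 7 alone may carry it, since the median difference without that cell was 0. Replication of the genome rather than another difference between the embryos cannot be told apart here, because 0 cells of embryo 1 had a replication score over 10%.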
